A study of Mus musculus with 24 samples.

How the data were processed

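Polyadenylated RNA was measured by sequencing in 24 libraries of mouse ear fibroblasts carrying an inducible OSK transgene, the combination of Oct4 (gene symbol Pou5f1), Sox2 and Klf4 that is switched on by doxycycline. The samples fell into 6 groups of 4, formed by the age named in each sample title (3 or 24 months) and by the treatment (none, OSK, or OSK followed by withdrawal). Per the labels' protocols, RNA was extracted with TRIzol, enriched with oligo(dT) beads and made into libraries with the NEBNext Ultra II kit. Doxycycline was given for 6 days, and the withdrawal groups then had 4 days without it, per the series' design text. The harvest day of the untreated cells was not stated.

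The authors deposited 1 table of 26206 gene symbols by 24 libraries. Its name says that it holds merged featureCounts output after normalization. The aligner, the genome build, the annotation, the use of strand and the normalizing tool were not stated, so no genomic positions are given here, and genes that overlap another gene or have a close paralog are reported as uncertain. The deposited values were treated as signal, that is, gene counts divided by 1 factor per library, because every value of a library was a whole multiple of a single step to the 2 decimals printed. The step, the value of 1 read, was estimated from each column, and 100% of the values of each library came out as whole reads. For 3-month untreated replicate 4 and 24-month withdrawal replicate 1 the step lay close to 1, and it was fixed from the high values. The recovered libraries held 20693177 to 32587822 reads assigned to genes. The implied factors of the authors differed from size factors recomputed from the recovered reads by a nearly constant ratio of 1.016 to 1.023. No symbol was listed more than once, and 6384 symbols were at 0 in all libraries. All columns of the table belonged to a sample.

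Replicates were compared before they were averaged. Over the 36 pairs of libraries within a group, the chi-square per degree of freedom between their reads was 29.7 to 210.03 over genes with at least 50 reads, and r over genes was 0.979 to 0.992, so no pair agreed within sampling noise and each library counted as 1 replicate.

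The contrasts, the tests, the filter, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Values were taken as log2(value + 1), and the 14138 genes with at least 10 normalized counts in at least 4 libraries were tested. A fold change is therefore on the log2(value + 1) scale, which understates the change of low genes. A linear model with 1 coefficient per group was fitted to all 24 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with the trend and robust options). It gave 7 contrasts between pairs of groups and 2 interactions with age. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the genes tested within each contrast, and a gene was called at an adjusted p under 0.05. Where a group had 3 reads or fewer of a gene in every library, the fold was computed against 3 reads and given as a bound. For Pou5f1, Sox2, Klf4 and Gsta4 an exact two-sided permutation test of the difference in means was added, which with 4 against 4 libraries has 70 arrangements and a smallest possible p of 0.0286.

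The genes named in the text came from a rule. They were Pou5f1, Sox2, Klf4 and Gsta4, and the tested members of a list of cytosolic glutathione S-transferases. For each contrast between 2 groups they were also the 3 largest rises and the 3 largest falls among called genes whose libraries did not overlap and whose higher group mean was at least 50. For each interaction they were the 2 largest in each direction, without the condition on overlap. Predicted genes and clone names were left out. Members of the other lists were named at most 3 at a time.

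There were 10 fixed lists: the transgenes, cytosolic glutathione S-transferases, NRF2 targets, aldehyde detoxification, pluripotency, mesenchymal, epithelial, proliferation, senescence-associated and interferon response genes. No gene stood on more than 1 of these lists. They were tested in the 9 contrasts with camera (inter-gene correlation 0.01), and p-values were adjusted over the 90 tests. The fry test and camera with an estimated correlation were run beside it. A list of 20 cartilage genes was written only after the named genes had been seen.

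Comparisons that share libraries were set beside simulations. In 100 simulated data sets, the libraries of a group were drawn around the mean of the group it was compared with, with each gene's fitted spread, and the same fits were run. For the share of genes moved against their age change, each other setting or split of libraries used 40 simulations. Simulated genes were independent of each other, so the range of the simulations is narrower than that of real libraries.

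Libraries whose names shared a culture letter carried the same replicate number within an age. Whether these numbers pair the samples was checked through the correlation, over tested genes, of the deviations from the group means. At 3 months it was 0.107 to 0.261 over the 12 pairs of the 3 contrasts, and for OSK against untreated at 24 months it was 0.138 to 0.306 over 4 pairs. All of these were over 0.1, so the numbers were taken to pair the samples in those contrasts and in the interaction of age with OSK. An alternative fit had the culture as a replicate block. The age contrast compares different cultures and could not have one.

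The alternatives fixed then were pseudocounts of 0.1 and 5, no filter and a filter of 50, a further TMM-type scaling, quantile normalization, only the groups of a contrast in the fit, limma without the trend and robust options, the replicate block, the average of 3-month replicates 1 and 2 (whose names share the letter b), a threshold of 2-fold, and each library left out in turn. Count tests on the recovered whole reads with edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were added after the data were seen. The edgeR test called 2946 genes for age, 5320 and 6296 for OSK at 3 and 24 months, 5995 and 6492 for withdrawal against OSK, 1303 and 214 for withdrawal against untreated, and 963 and 383 for the interactions of age with OSK and with withdrawal. DESeq2 called 3356, 5630, 6624, 6269, 6793, 1829, 629, 1465 and 831 in the same order.

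The fits were tested on simulated data, in which reads were drawn for the real genes and library sizes and 200 genes were changed by known folds between 2 groups. The limma fit recovered 149 of the 197 changed genes that passed the filter (75.6%) with 4 false calls (2.61% of its calls). With the replicate block it recovered 145. The edgeR test recovered 150 of 199 with 5 false calls, and DESeq2 recovered 158 of 200 with 19 false calls (10.7%). In the same data camera gave p 5.58e-12 for a list of 16 shifted genes and 0.848 for a list of 16 unchanged ones.

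GC content and length were taken from GENCODE mouse transcripts by gene symbol for 13834 tested genes (97.9%), and the order of genes along chromosomes from RefSeq genes on GRCm38. These served only for checks of trends and of neighbouring genes. Figures were drawn with matplotlib 3.10.9 under Python 3.11. Reads were counted without molecular identifiers, so floors cover counting error only.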

Results

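RNA abundance was measured in ear fibroblasts of transgenic mice in which doxycycline switches on OSK (Oct4, Sox2 and Klf4). There were 6 groups with 4 libraries each: untreated cells named for 3 and 24 months of age, cells of both ages with OSK on for 6 days, and cells of both ages in which OSK was on and then withdrawn for 4 days. Reads assigned to genes averaged 28890457 ± 2403863 (SD, n = 4) in the untreated 3-month group and 28759614 ± 3514010 (SD, n = 4) in the untreated 24-month group. The OSK groups held 27456728 ± 2287341 and 26217620 ± 2019905 reads, and the withdrawal groups 26707023 ± 4893482 and 24970006 ± 1156203 reads, at 3 and 24 months (SD, n = 4 each). The 10 most abundant genes took 11.1% ± 0.253 of the reads in untreated 3-month cells and 6.98% ± 0.511 in 24-month OSK cells (SD, n = 4 each), and the most abundant gene was Fn1, Col1a1 or Eef1a1 in every library. Values below are the deposited normalized counts, and changes are log2 fold changes from limma on log2(value + 1), with Benjamini-Hochberg adjusted p-values. In a principal component analysis of the tested genes, the first component held 47.9% of the variance and parted the 8 OSK libraries from the 16 others, and the second held 14.65%.

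The labels were first checked on the 3 factors themselves. The table gives 1 value per symbol and does not separate transgene reads from those of the endogenous gene. Pou5f1 rose from 4.38 ± 3.48 to 3002 ± 724 normalized counts with OSK at 3 months and from 15.3 ± 11.4 to 4597 ± 1372 at 24 months (SD, n = 4 each). Sox2 rose from 12.5 ± 7.23 to 3198 ± 522 at 3 months and from 55.1 ± 21.9 to 5526 ± 1395 at 24 months. Klf4 started from 2474 ± 665 and reached 5566 ± 1142 at 3 months, a log2 change of 1.20 (SE 0.312, limma adjusted p 0.00409). At 24 months it went from 1545 ± 320 to 8273 ± 2813, a log2 change of 2.38 (SE 0.312, limma adjusted p 2.14e-06). After withdrawal Pou5f1 stood at 7.92 ± 4.17 and 3.91 ± 3.46, and Sox2 at 7.97 ± 8.21 and 76.9 ± 39.0, at 3 and 24 months. For these 3 genes, all 4 libraries of each OSK group lay above the 4 untreated and the 4 withdrawal libraries of the same age (exact permutation p 0.0286, the smallest possible). Klf4 ended below its untreated level at 3 months (664.6 ± 180, log2 change -1.89, limma adjusted p 0.000611). At 24 months the fall to 842 ± 516 was not called (log2 change -1.02, limma adjusted p 0.0971). In untreated cells Sox2 was higher at 24 than at 3 months (log2 change 2.14, SE 0.524, limma adjusted p 0.00558), in 4 of 4 libraries. Pou5f1 differed by 1.49 on the log2 scale (SE 0.606), which was not called (limma adjusted p 0.0863).

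The series names the activation of Gsta4, a glutathione S-transferase gene, by OSK and its reversal. Gsta4 rose from 25.6 ± 5.75 normalized counts in untreated 3-month cells to 2198 ± 737 with OSK (SD, n = 4 each), an 85.8-fold difference in means. The log2 change was 6.32 (SE 0.281, limma adjusted p 4.15e-13). At 24 months it rose from 304 ± 50.8 to 7856 ± 1754 (25.9-fold; log2 change 4.67, SE 0.281, limma adjusted p 2.51e-11). Withdrawal lowered it to 169 ± 80.8 at 3 months and 729 ± 191 at 24 months. Against OSK these were log2 changes of -3.72 and -3.43 (limma adjusted p 2.26e-09 and 2.53e-09). The withdrawal level remained above untreated at both ages, by 2.60 on the log2 scale at 3 months (SE 0.281, limma adjusted p 1.02e-05) and by 1.24 at 24 months (SE 0.281, limma adjusted p 0.0286). Leaving out 1 library removed the last call in 5 of 8 fits, and fitting only those 2 groups removed it as well. Across all alternatives the adjusted p of this difference was 0.00115 to 0.0971. Untreated cells had 11.9-fold more Gsta4 at 24 than at 3 months (log2 change 3.53, SE 0.281, limma adjusted p 7.5e-08). In each of these 7 contrasts the 2 groups of 4 libraries did not overlap (exact permutation p 0.0286, the smallest possible). The log2 change with OSK was smaller at 24 than at 3 months, with an interaction of -1.65 (SE 0.397, limma adjusted p 0.0135). On the linear scale the rise was larger at 24 months, 7552 ± 1738 against 2172 ± 733 normalized counts, each OSK library less the untreated library of its number (SD, n = 4 each, exact permutation p 0.0286). The change on withdrawal did not differ detectably between the ages (interaction 0.29, SE 0.397, limma adjusted p 0.732). Among the alternatives, leaving out 3-month OSK replicate 1 moved the 3-month OSK change most, to 6.58. The other Gsta genes in the table were far lower, with Gsta3 the highest of them, at 192 ± 18.7 in 3-month OSK cells.

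**Figure D1:**
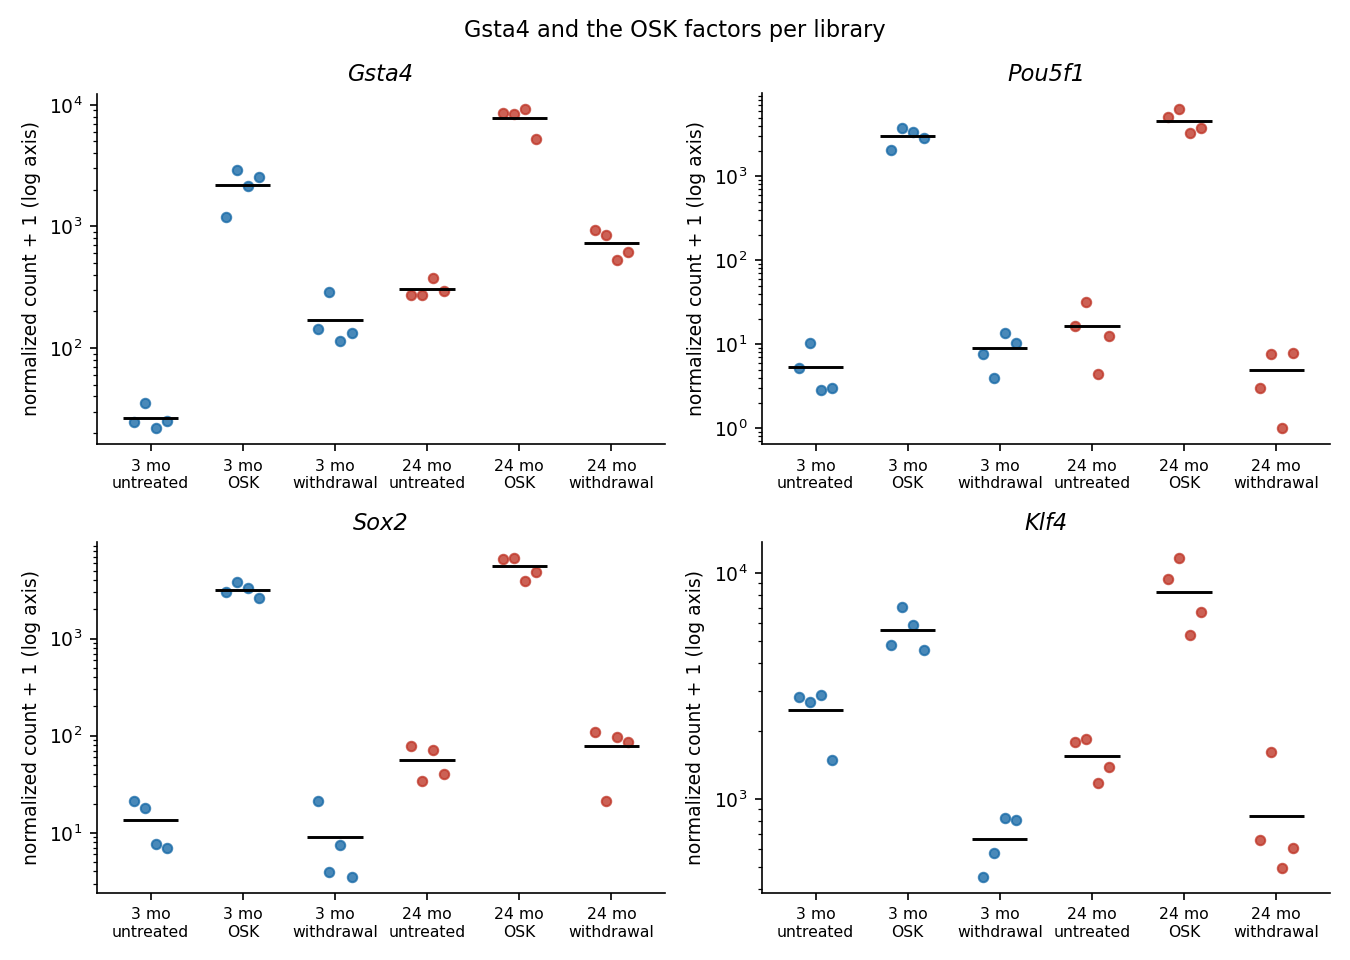
Normalized counts plus 1 (log axes) of Gsta4, Pou5f1, Sox2 and Klf4 in each library of the 6 groups, with points for the 4 libraries of a group and a bar at the group mean plus 1. Gsta4 peaks in both OSK groups and after withdrawal lies between the OSK and untreated levels, at 169 normalized counts at 3 months and 729 at 24 months.

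OSK against untreated cells changed 5316 of the 14138 tested genes at 3 months, 2704 higher and 2612 lower, and 6263 at 24 months, 3032 higher and 3231 lower. The alternative that moved these counts most was a threshold of 2-fold, which left 2396 and 2970. The 2 groups did not overlap for 44.6% of tested genes at 3 months and 36.9% at 24 months, where chance gives 2.86%. No group had doxycycline without the transgene, so an effect of doxycycline itself cannot be separated from that of OSK in these contrasts. At 3 months the largest rises by the naming rule were L1td1 (log2 change 9.55), Pou5f1 and Aldh3a1, which went from 27.1 ± 7.39 to 13324 ± 3521 normalized counts (log2 change 8.88, SE 0.26, limma adjusted p 2.94e-16). The largest falls were those of Matn3, Col9a2 and Col11a2. Matn3 fell from 2262 ± 913 to 3 reads or fewer in every OSK library, at least 840-fold lower. Col9a2 fell by 9.16 and Col11a2 by 8.68 on the log2 scale. At 24 months the largest rises were from untreated groups at 3 reads or fewer. Trh was at least 591-fold higher, Fgf4 at least 228-fold and Tdh at least 258-fold. The largest falls at 24 months were those of Pgm5, at least 402-fold lower, of Postn, from 223996 ± 64916 to 443 ± 204, and of Col14a1, from 10478 ± 4927 to 17.9 ± 5.59 normalized counts. None of these 12 calls was lost under any alternative run.

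**Figure D2:**
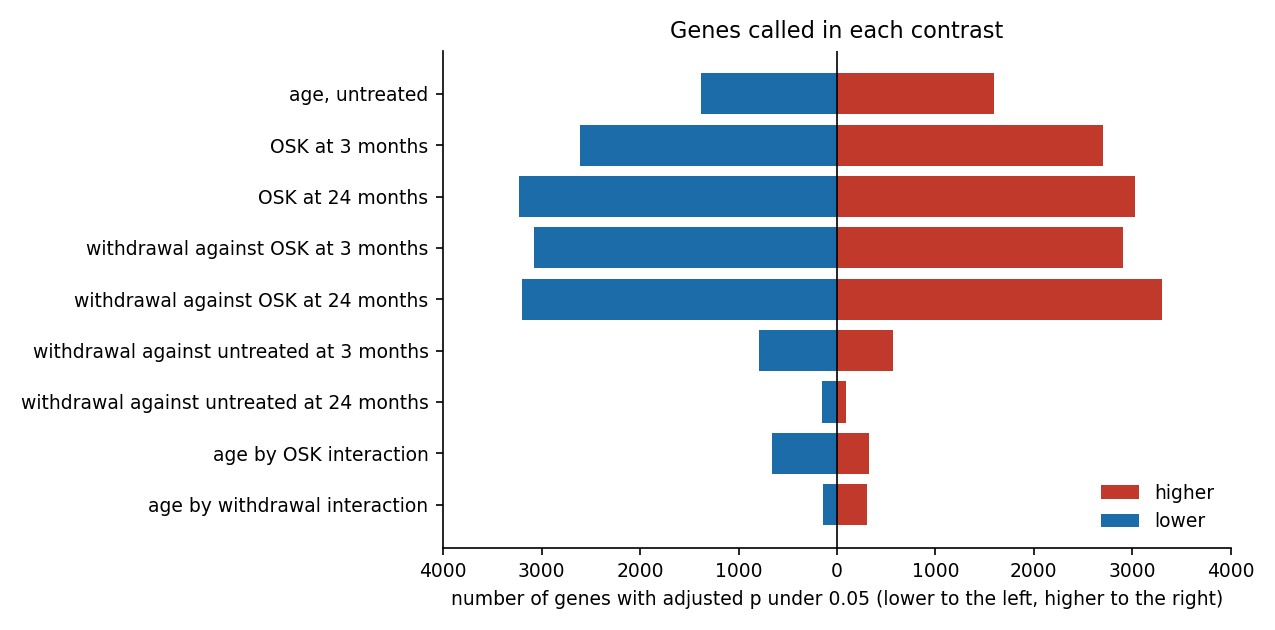
Number of genes with an adjusted p under 0.05 in each of the 9 contrasts, higher to the right in red and lower to the left in blue, from the limma fit to all 24 libraries. The counts run from 237 genes for withdrawal against untreated at 24 months to 6502 for withdrawal against OSK at 24 months.

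The series used these data to find changes that are shared. The OSK contrasts of the 2 ages share no library. They had 3694 called genes in common, of which 3623 changed in the same direction, 1816 higher and 1807 lower, where independent calls would give 1177. The other 71 changed in opposite directions, 114 with the replicate block. Across the tested genes the changes correlated with Pearson's r 0.793 and Spearman's rho 0.706. These fell to 0.602 and 0.523 with the fold changes of DESeq2, and rho fell to 0.594 without a filter on low values. Genes are not independent replicates, so no p-value is given. A threshold of 2-fold at both ages moved the number changed the same way most, to 1612.

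**Figure D3:**
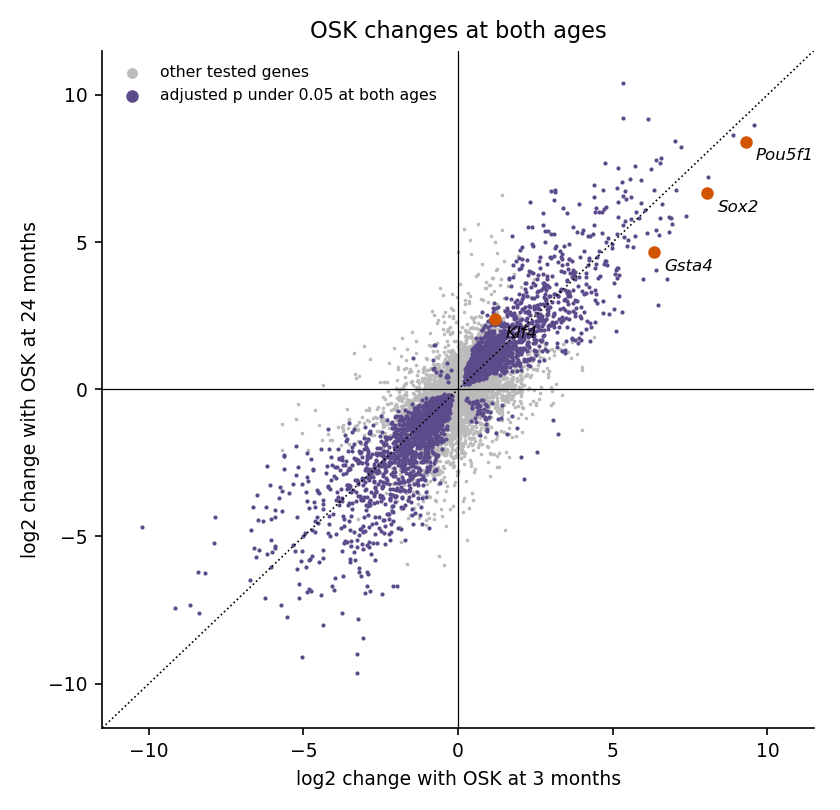
Log2 change with OSK at 24 months against that at 3 months for each tested gene, purple where the adjusted p was under 0.05 at both ages and grey otherwise, with the dotted line of equal change and with Gsta4 and the 3 OSK factors in orange. Of the 3694 purple genes, 3623 lie in the quadrants of equal sign.

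Withdrawal against OSK addressed reversal. It changed 5988 genes at 3 months, 2909 higher and 3079 lower, and 6502 at 24 months, 3300 higher and 3202 lower. Non-overlapping groups made up 38.8% and 37.5% of tested genes (chance 2.86%). The loss of doxycycline and the 4 further days are part of this contrast too and cannot be separated from the loss of OSK. At 3 months the largest rises were Matn3, at least 221-fold, Col9a3 (log2 change 8.01) and Col11a2 (7.92), and the largest falls were Sox2, Pou5f1 and Mlc1, which was at least 128-fold lower. At 24 months the largest rises were Megf6 (log2 change 8.62), Postn (8.46) and Pgm5, at least 131-fold higher. The largest falls there were Pou5f1 (log2 change -10.24), Trh, at least 523-fold lower, and Tdh, at least 228-fold lower.

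Of the 5316 genes called for OSK at 3 months, 3972 (74.7%) were called in the opposite direction on withdrawal, and 3598 (67.7%) were in addition not different from untreated cells by the same test. At 24 months 5162 of 6263 (82.4%) were called opposite and 5049 (80.6%) were not different from untreated. These contrasts share the OSK libraries. In 100 simulations in which withdrawal left the OSK level unchanged, at most 0.0169% of OSK calls at 3 months were called opposite, and none at 24 months. Still called in the direction of OSK against untreated were 517 genes (9.73%) at 3 months and 98 (1.56%) at 24 months. In simulations with withdrawal groups equal to the untreated ones these shares were at most 0.0163% and 0.0146%. In both sets of simulations the withdrawal contrast held no true difference, so the adjusted p-values left few calls by construction. The simulated shares show only that shared libraries alone do not produce such calls, and set no scale for the observed ones. The difference between the ages in the observed shares was not itself tested.

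Withdrawal against untreated cells changed 1355 genes at 3 months, 567 higher and 788 lower, and 237 at 24 months, 88 higher and 149 lower. Groups that did not overlap made up 16.0% and 6.87% of tested genes (chance 2.86%). Single libraries weighed on these counts. Leaving out 3-month withdrawal replicate 2 left 631 genes at 3 months. At 24 months leaving out untreated replicate 2 left 59 genes, leaving out withdrawal replicate 2 gave 730, and fitting only those 2 groups gave 10. At 3 months Dchs1 rose from 8.84 ± 7.83 to 230 ± 125 normalized counts (log2 change 4.67, SE 0.487, limma adjusted p 8.38e-06), and Ptn (log2 change 3.28) and Apod (2.79) followed. Cd28 (log2 change -4.02), Moxd1 (-3.32) and Gal3st2 (-3.32) fell most, of which Cd28 was not called at a pseudocount of 0.1. At 24 months Ngfr rose from 32.1 ± 34.8 to 926 ± 604 (log2 change 5.10, SE 0.574, limma adjusted p 3.89e-05), followed by Dchs1 (3.12) and Mfsd6 (2.80). Car6 (log2 change -3.06), Thbs4 (-2.80) and Chac1 (-2.32) fell most. Of these 6, Dchs1, Mfsd6, Car6 and Thbs4 were not called when only those 2 groups were fitted. Car6 was also lost in 4 of 8 fits without 1 library (log2 change -2.52 without withdrawal replicate 4), and Thbs4 in 1 (-2.40 without untreated replicate 2).

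Between untreated cells of 3 and 24 months 2981 genes differed, 1598 higher and 1383 lower at 24 months, 1241 of them by at least 2-fold. The groups did not overlap for 25.0% of tested genes (chance 2.86%). The largest rises were Ebf3, at least 117-fold, AW551984, from 6.97 ± 7.48 to 913 ± 866 normalized counts (log2 change 6.65, SE 0.904, limma adjusted p 3.13e-05), and Galnt17. Galnt17 went from 7.56 ± 8.85 to 700.3 ± 928 (log2 change 6.48, SE 1.36, limma adjusted p 0.00173), with a log2 change of 5.63 when untreated 24-month replicate 2 was left out. The largest falls were Cd244a, at least 32.3-fold lower, Gal3st2 (log2 change -4.58) and Zfp385b (-4.58). None of these 6 calls was lost under any alternative run.

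Whether OSK moved age-related differences back towards 3 months was asked over the 2981 genes called for age. OSK at 24 months moved 1492 of them (50.05%) against their age change. The 2 contrasts share the untreated 24-month libraries, and in 100 simulations in which OSK left the 24-month cells unchanged the share was 61.7% on average (59.7% to 63.6%). The observed share was therefore below what unchanged cells give. OSK did change 6263 genes at 24 months, so unchanged cells are no reference for an OSK effect unrelated to age. The lower share thus does not show a move away from the 3-month state. With the 4 shared libraries split 2 and 2 between the contrasts, the share was 39.1% to 53.1%, where unchanged cells give 50%, so the side on which it falls depended on the split. Of the genes called for both, 852 moved against and 863 with their age change. After withdrawal 1648 of the 2981 (55.3%) lay against their age change, compared with 61.8% in the simulations (59.7% to 63.1%), and of those called for both 29 moved against and 39 with it.

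The response to OSK differed between the ages for 986 genes, 330 with a higher and 656 with a lower log2 change at 24 months. With the replicate block this count was 1568. Matn3 (interaction 5.53) and Filip1 (5.27) were the largest positive and Pgm5 (-6.36) and Ndnf (-6.27) the largest negative. Matn3 was not called by edgeR on the recovered reads, and both Matn3 and Pgm5 were at 3 reads or fewer in 1 OSK group, so the size of their interaction depends on the pseudocount. Filip1 rose from 2.30 ± 1.49 to 189 ± 204 normalized counts at 24 months and was 14.3 ± 2.35 and 17.1 ± 7.38 without and with OSK at 3 months. Without 24-month OSK replicate 2 its interaction was 4.65. The response to withdrawal differed for 445 genes, 301 higher and 144 lower. Leaving out 1 library gave 273 (without 3-month withdrawal replicate 1) to 788 (without 24-month withdrawal replicate 1). The largest were Angpt4 (5.91) and Pgm5 (5.42) in 1 direction and Trh (-5.04) and Plekhs1 (-5.03) in the other. Trh, Plekhs1 and Pgm5 lost their calls under at least 1 alternative, Plekhs1 in 8 of 16 fits without 1 library (-4.19 without 24-month OSK replicate 2). Angpt4 kept its call under every alternative. It went from 44.5 ± 8.58 with OSK to 39.5 ± 15.3 after withdrawal at 3 months, and from 2.02 ± 2.54 to 115 ± 23.6 at 24 months.

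Gsta4 belongs to the cytosolic glutathione S-transferases, of which 16 of 24 listed genes were tested. Several have close paralogs between which reads can be shared, so values of single members other than Gsta4 are uncertain. With OSK at 3 months 11 of the 16 were called higher and none lower, and 11 were called when p-values were adjusted over the list alone. With OSK at 24 months 11 were again called higher and none lower, 11 adjusted over the list alone. The 10 genes called higher at both ages were Gsta3, Gsta4, Gstm1, Gstm7, Gstp1, Gstp2, Gstt1, Gstt2, Gstt3 and Gsto1. Gstm6 was called only at 3 months and Gsto2 only at 24 months, and their interactions with age were not called (log2 -1.42 and 0.47). In untreated 3-month cells only replicate 3 had reads of Gsta3 (5.68 normalized counts), so that library sets its fold at 3 months. Gsta3 had the largest log2 change of the family at both ages. In group means it was 135.0-fold at 3 months and 57.7-fold at 24 months, from untreated means under 3 normalized counts. Beside these, Gstt1 went from 373 ± 70.4 to 1875 ± 160 at 3 months (log2 change 2.34) and from 917 ± 56.6 to 1963 ± 571 at 24 months (1.06), with an interaction of -1.28 (SE 0.213, limma adjusted p 0.000737). Withdrawal against OSK called 10 lower and 1 (Gstm5) higher at 3 months and 11 lower at 24 months, 14 and 11 adjusted over the list alone. Gstm5 and Gstp1 in withdrawal against OSK at 3 months, Gstm6 and Gsto1 in OSK at 3 months and Gstp2 and Gstt1 in withdrawal against OSK at 24 months were lost under at least 1 alternative. Single libraries decided Gstm6 in OSK at 3 months (1.88 without untreated replicate 4), Gsto1 there (0.61 without untreated replicate 1), Gstm5 (0.27 without withdrawal replicate 2) and Gstp1 (-0.42 without withdrawal replicate 3) in withdrawal against OSK at 3 months, and Gstp2 at 24 months (-0.81 without OSK replicate 3). Called higher in untreated cells at 24 months were Gsta4, Gstm1, Gstm5, Gstm7 and Gstt1 (6 genes were called when adjusted over the list alone), of which Gstm5 was lost without untreated 24-month replicate 4 (0.37). None of the called directions flipped under either further scaling. Neither scaling moved the median of all genes by over 0.1, which could hardly flip changes of the size called. The absence of flips therefore says little about stability.

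**Figure D4:**
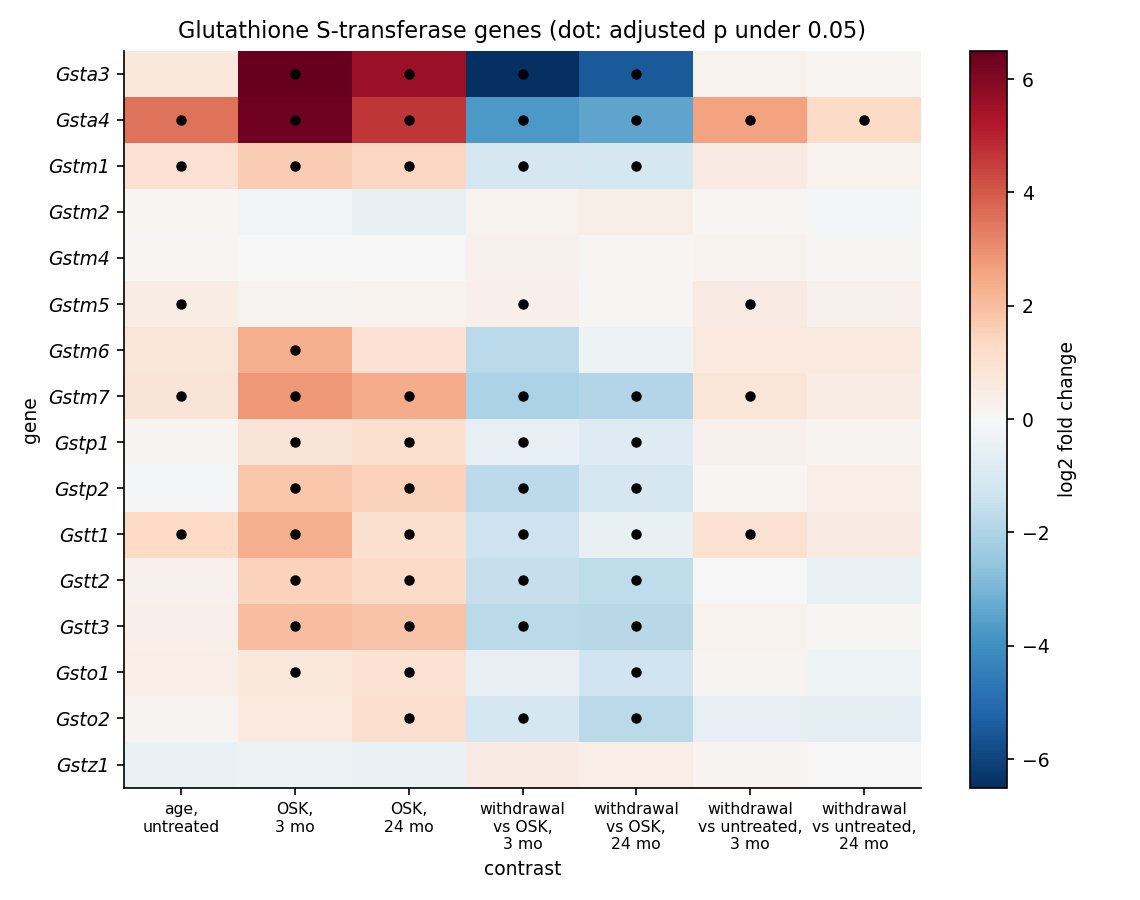
Log2 change of the 16 tested cytosolic glutathione S-transferase genes in the 7 contrasts between pairs of groups, red higher and blue lower, with a dot where the limma adjusted p was under 0.05. Gsta3 and Gsta4 have the largest OSK changes, and Gsta4 has a dot in all 7 contrasts.

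Of the 90 tests of fixed lists, camera called 33. The number moved most when the correlation was estimated, to 4, all of them the transgene list in its OSK and withdrawal contrasts, while fry called 53, among them 28 of the 33 in the same direction. The 5 not called by fry were epithelial genes in withdrawal against untreated at both ages, interferon response genes in withdrawal against untreated at 3 months, and proliferation genes with OSK at 3 months and in the interaction of age with OSK. The glutathione S-transferase list was higher with OSK at 3 months (median log2 change 1.58, camera adjusted p 3.88e-06) and 24 months (1.07, camera adjusted p 0.000126). It was lower on withdrawal against OSK (-1.23 and -1.12) and higher in untreated cells at 24 than at 3 months (0.37, camera adjusted p 0.00222). After withdrawal it stayed above untreated cells at 3 months (0.25, camera adjusted p 0.000758, 4 of 16 called, 5 adjusted over the list alone). The median was 0.45 when 3-month withdrawal replicate 4 was left out. Of the 4 genes, Gstm5 (0.47) and Gstm7 (0.72) lost their calls without 3-month withdrawal replicate 2. Both also lost them with replicates 1 and 2 averaged, and Gstm7 without withdrawal replicate 1 (0.69). At 24 months the list was not called (0.16, camera adjusted p 0.0831, with 0.09 when untreated replicate 2 was left out). The transgene list rose by a median of 8.05 and 6.67. Proliferation genes were higher with OSK at 24 months (median 1.75, 16 of 17 called, 16 adjusted over the list alone). After withdrawal they lay below untreated cells at 3 months (median -2.06, 15 of 17 called, 16 adjusted over the list alone) and at 24 months (median -1.19, 4 of 17 called, 14 adjusted over the list alone). Without 24-month untreated replicate 2 the last median was -0.82. Epithelial genes were higher with OSK at 3 months (median 0.86, 4 of 10 called, 4 adjusted over the list alone) and 24 months (1.59, 7 of 10 called, 7 adjusted over the list alone). Mesenchymal genes were lower with OSK at 24 months (median -0.85, 11 lower and 1 higher of 17, 12 adjusted over the list alone), and the interaction with age was also called (median -0.68, camera adjusted p 3.92e-05). NRF2 targets were lower at 24 than at 3 months in untreated cells (median -0.40, 6 of 16 called, 8 adjusted over the list alone), with a median of -0.26 when untreated 24-month replicate 1 was left out. Senescence-associated genes were lower as well (median -1.12, 6 lower and 2 higher of 12, 9 adjusted over the list alone). So were proliferation genes (median -0.83, camera adjusted p 0.000217, 5 of 17 called, 5 adjusted over the list alone). Their rise with OSK at 24 months therefore started from a lower untreated level than at 3 months. Interferon response genes were higher after withdrawal than in untreated cells at 3 months by camera (median 1.21, 2 of 13 called, 2 adjusted over the list alone) but not by fry. Aldehyde detoxification genes were called by camera only for the interaction of age with withdrawal, and by fry in 7 of the 9 contrasts (camera result: median 0.17, 2 of 13 called, 3 adjusted over the list alone), with a median of 0.34 when 3-month OSK replicate 1 was left out. Pluripotency genes, of which 4 of 14 passed the filter, were called in no contrast by camera and in 6 of 9 by fry. Fgf4 was their only called gene with OSK at 3 months, and Fgf4 and Fbxo15 were called at 24 months.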

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

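Of the tests below, the correlations of 24-month replicate 2 and the linear-scale comparison of Gsta4 were chosen only after the result was seen.

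Each named gene was checked in each group for 1 value far from the other 3, by Dixon's ratio at a 5% chance rate per set of 4. Of 209 sets with a value to test, 21 were picked out, where chance alone gives 10.4. About as many of the 21 as that are therefore expected without any cause.

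Several of these values rest on few reads. Gsta3 was 5.68 in untreated 3-month replicate 3 (6 reads) and 0 in the others. Tdh was 0.93 in untreated 24-month replicate 2 and Pgm5 1.05 in 24-month OSK replicate 3, each 1 read against 0. Trh was 6.67 in 3-month withdrawal replicate 1 (5 reads) and 0 in the others. Plekhs1 was 10.4 in 24-month withdrawal replicate 4 (9 reads) and 0 to 1.12 in the others. No test of a cause was run on these values.

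Replicate 2 at 24 months, whose libraries carry the same letter in each treatment, held 8 of the 21. Its untreated library had Galnt17 at 2080 (others 74.8 to 375) and the Tdh value above. Its OSK library had Gstt2 at 88.6 (others 262 to 283), Filip1 at 495 (others 78.0 to 93.0) and Plekhs1 at 892 (others 56.9 to 106). Its withdrawal library had Klf4 at 1609 (others 495 to 657), Gsto1 at 1897 (others 1255 to 1363) and Mfsd6 at 326 (others 99.2 to 123).

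Over the tested genes, the deviations of replicate 2 from the group means correlated between its untreated and withdrawal libraries with r 0.604, which speaks against sampling noise. The value was 0.608 with trends of GC content and gene length removed and 0.586 with every library thinned to the smallest depth, so neither is a likely cause. A swap with a 3-month culture was unlikely, because its untreated library lay nearer the 24-month mean on 76.1% of the genes called for age without it. The same share was 92.9%, 55.4% and 95.3% for replicates 1, 3 and 4, so replicate 3 lay between the ages more than replicate 2 did. Replicate 2 had the lowest mean log2 value of the cartilage genes in both groups. It was 8.05 in untreated cells (others 10.02 to 11.13) and 7.77 after withdrawal (others 10.07 to 11.01). Its mean for the proliferation genes was the highest in both groups (10.04 and 8.64). A property of this culture or of its donor may explain the shared deviation (r 0.604). Whether the cartilage or proliferation genes account for it was not tested.

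Gsta4 was 289 in 3-month withdrawal replicate 2 (others 113 to 141). Incomplete withdrawal in this library was unlikely, since the genes raised at least 2-fold by OSK had a median deviation of 0.0059 there. The highest median deviation, 0.207, was that of replicate 3, whose Gsta4 was the lowest. The cause of the high Gsta4 value stays open.

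Gstp1 was 10164 in 24-month OSK replicate 3 (others 4334 to 5074). Reads moved from its close paralogs were unlikely as the cause, because Gstp2 and Gstp3 together were higher there as well, by 92.4, and stood at 84.6 in the other libraries, far less than the Gstp1 rise of 5568. Without this library the Gstp1 change with OSK at 24 months was 0.74 and stayed called. The same library had Gsto2 at 216 (others 140 to 152).

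For the other values no cause was tested. Klf4 was 1485 in untreated 3-month replicate 4 (others 2683 to 2899). Gstp1 was 2193 in untreated 24-month replicate 1 (others 2921 to 3002), and Car6 was 141 there (others 35.2 to 44.2). Pgm5 was 279 in untreated 24-month replicate 3 (others 1356 to 1566). Ngfr was 84.2 in untreated 24-month replicate 4 (others 12.1 to 18.1). Filip1 was 28.2 in 3-month OSK replicate 4 (others 13.1 to 13.7).

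The second kind of result taken up here is a response that differs between the ages. The OSK response differed for 986 genes and the withdrawal response for 445, and 3111 and 2586 of the 14138 tested genes had an unadjusted p under 0.05, where chance gives 5%. With every library thinned to the smallest depth the counts were 1013 and 445, so depth is an unlikely cause. With trends of GC content and gene length removed they were 1242 and 575, which makes such trends an unlikely cause as well. When the 8 cultures were split 4 and 4 in all 35 ways, only the real split by age called as many genes, 1 of 35 for each interaction. Every other split mixes the ages within groups. The age difference itself (2981 genes) then enters the spread within groups, which lowers the number of calls. The splits therefore cannot decide whether the interaction calls arose by accident. Age as such stays open too, since the cultures of the 2 ages may differ in donor or in cell types.

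Named genes with such a difference in the OSK response were Matn3 (5.53), Filip1 (5.27), Pgm5 (-6.36), Ndnf (-6.27), Gsta4 (-1.65) and Gstt1 (-1.28). In the withdrawal response they were Angpt4 (5.91), Pgm5 (5.42), Trh (-5.04), Plekhs1 (-5.03) and Gstt1 (0.82). The Gstt1 call on withdrawal was lost in 10 of 16 fits without 1 library (0.69 without 24-month OSK replicate 2), when only the groups of the contrast were fitted, with 3-month replicates 1 and 2 averaged, and by edgeR. For Gsta4 the sign depends on the scale. The OSK increment on the linear scale was larger at 24 months by 5380 normalized counts, so the smaller log2 response may reflect the higher untreated level alone. Trends of GC content and gene length were unlikely as its cause (adjusted p 0.00255 with them removed).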

How the results depend on the processing

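The edgeR and DESeq2 tests were chosen only after the first results were seen, and the other settings were fixed earlier.

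Over the comparisons, 226 values under other settings kept their result, 2 were weaker, 2 reversed and 19 moved by over 1.5-fold. With 1 library left out 156 were kept, 5 were weaker and 15 moved. For the 109 named results 1216 values under other settings were kept and 36 lost the call, and with 1 library left out 907 were kept and 45 lost it. None reversed. In all 90 of the 109 were kept throughout.

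A threshold of 2-fold lowered the counts by construction, to 1241 for age, 2396 and 2970 for OSK at 3 and 24 months, 2545 and 3068 for withdrawal against OSK, 554 and 121 for withdrawal against untreated, 602 for the interaction of age with OSK, and 1612 for the overlap.

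For withdrawal against untreated at 3 months, averaging replicates 1 and 2 gave 601 genes, and leaving 1 library out gave 631 to 1666. At 24 months fitting only the 2 groups gave 10, the replicate block 654 (234 shared with the 237), DESeq2 629, and leaving 1 library out 59 to 730. Another of the 35 splits of these 8 libraries called 1209 genes. For the interaction of age with OSK the block gave 1568. For the interaction of age with withdrawal the block gave 906, averaging 222, DESeq2 831, and leaving 1 library out 273 to 788. Averaging lowers the number of libraries, and the cause of the other moves was not tested. In the 2 withdrawal contrasts at 24 months not every pair's deviations correlated over 0.1. For replicates 1 to 4 r was 0.0981, 0.318, 0.108 and 0.199 against OSK, and 0.032, 0.604, 0.396 and 0.274 against untreated. Their block counts and that of the interaction with withdrawal are therefore given only here.

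Gsta4 in withdrawal against untreated at 24 months kept its log2 change of 1.24 but was not called when only those 2 groups were fitted. With 1 library left out its change was 1.10 to 1.38 and the call was lost in 5 of 8 fits. Over all alternatives the adjusted p was 0.00115 to 0.0971. The cause was not tested.

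Among the list tests fry called 53 and camera with an estimated correlation 4, against 33. The other settings called 30 to 36 and reversed none, and the block called 29 over the 8 contrasts that allow it.

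The share of age-called genes moved against their age change by OSK was 53.1% with untreated 24-month libraries 1 and 3 used for age, and 50.4% with libraries 3 and 4, both on the other side of the simulated mean. The first lay just above the range of its 40 simulations (48.5% to 52.9%) and the second inside its own (47.5% to 51.9%). With libraries 1 and 4 it was 47.9%, also inside the simulated range. The other 3 splits gave 40.1%, 46.4% and 39.1%, below their simulated ranges. The simulation for these splits was first set up with the unchanged OSK group at the mean of only 1 part of the untreated libraries. This was corrected to the mean of all 4 after its first output had been seen, which lowered the number of reversed splits from 5 to 2.

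Quantile normalization raised the share of higher genes in withdrawal against untreated at 24 months from 37.1% to 47.4%. In the contrasts where it applies, the block removed the call of Gstp1 in withdrawal against OSK at 3 months (-0.53) and of no other named result, and beside the counts given above it moved by over 1.5-fold only the number of genes called in opposite directions at the 2 ages, from 71 to 114.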

Other observations

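The tests of a small share of active cells, of dilution and of other Gsta genes, of longer culture, of the cartilage genes, of neighbouring genes in their final form and of replicate 2 were chosen only after the result was seen.

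The contrasts themselves were set beside all 35 splits of their 8 libraries into 4 and 4. Only the real split called as many genes, 1 of 35, for age, for OSK at both ages, for withdrawal against OSK at both ages and for withdrawal against untreated at 3 months. An accidental arrangement of libraries is an unlikely source of these. For withdrawal against untreated at 24 months 2 of 35 splits called as many. The other, with 1209 genes, put both libraries of replicate 2 in 1 part and both of replicate 3 in the other, so it followed differences between these replicates. In the fit without a replicate block, 8 of the 35 splits put the 2 libraries of every replicate number in different parts. Of these only the real split called as many genes, and the largest other called 0. The smallest share that 8 splits can give is 1 of 8. Even if the numbers pair the samples, this is therefore only weak evidence against an accidental arrangement. Not every number met the pairing check in this contrast (r 0.032 for replicate 1). An accidental arrangement stays open for the 237 calls, above all without pairing.

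Gsta4 was already 11.9-fold higher in untreated cells at 24 months, and 5 explanations were tested. Leak of the transgenes without doxycycline may contribute. The 1812 genes called higher with OSK at both ages other than Gsta4 and the 3 factors had a median age change of 0.17, where random lists gave -0.04 to -0.01. The untreated libraries enter both the selection and the age change, so this test is not independent. A small share of cells with full OSK activity is unlikely as the whole cause. Gsta4 would need 3.54% of its OSK level, and at least 3.02% over single libraries, while Pou5f1 and Sox2 rose with age by 0.238% and 0.771% of theirs. Their highest untreated 24-month libraries stood at 0.665% and 1.4%. Of the 100 genes most raised by OSK at 3 months among those called higher at both ages, 28 reached 3.54%, with a median of 1.02% (quartiles 0.208% and 4.69%). A first form of this test took the genes most raised at 24 months and was dropped after its outcome was seen, because that choice fixes a low untreated level. Dilution by cartilage-type cells at 3 months cannot be told apart from a change within cells. The mesenchymal list changed by a median of 0.39, but its members moved both ways (7 called higher and 2 lower), and Postn among them rose by 3.74. Reads shared with other Gsta genes are unlikely, as these summed to 1.29% of Gsta4. Trends of GC content and gene length are unlikely (adjusted p 8.19e-09 with them removed). The table does not separate transgene from endogenous reads, so leak cannot be measured directly.

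Proliferation genes lay below untreated cells after withdrawal. Trends of GC content and gene length are an unlikely cause, because the median at 3 months was -2.03 with them removed. Longer time in culture could be one, and cannot be told apart from an effect of OSK here, because the untreated cells have no stated harvest day (median -1.19 at 24 months).

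Cartilage genes fell with OSK at 3 months, with a median of -5.71. A lasting loss of most cartilage-type cells is unlikely, since 87.8% of the median log2 fall was gone 4 days after withdrawal. Against untreated cells the median log2 change was then still -0.698, with no gene of the list called. A partial loss is therefore not excluded. The cartilage genes were also lower at 24 than at 3 months. More cartilage-type cells in the 3-month cultures could explain it and cannot be told apart from a change within cells, with a median of -2.71 over the cartilage genes that were not named. The list was written because the named genes showed the pattern, so its size is not evidence of its own.

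Neighbouring genes shared the direction of their age change 1.55 times as often as permuted ones, which could come from a regional or donor haplotype effect. With equal numbers of top genes OSK at 3 months gave 1.67 within the same cultures, and the 5 other treatment contrasts gave 1.24 to 1.47. The 2 interactions with age gave 1.53 and 1.36, and 2.09 and 2.42 over their called genes. An excess of this size thus also arose without a difference of donors, and a donor effect cannot be told apart from other regional effects. The test was first run over all called genes, where age (1.55) exceeded every treatment contrast between groups (at most 1.38) and the explanation was favoured. The numbers of called genes differed, so the comparison was changed after that output had been seen.

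For 24-month replicate 2 the test was also changed after its first outcome. The first form asked whether it held over 50% of the outlying genes of its groups. It held 40.9% in untreated, 26.7% in OSK and 44.5% in withdrawal cells, which decided nothing, while replicate 3 held 46.5% in the OSK group. The correlation of 0.604 reported with the single values replaced it.

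The 24-month cultures differ from the 3-month ones in donors as well as in age, and each age has 4 cultures, with 2 of those at 3 months sharing a letter in their names. A larger number of donors per age and a stated harvest day for untreated cells would address part of what stays open here. Doxycycline-treated cells without the transgene and reads assigned separately to the transgene would address more of it.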
